A study of Mus musculus with 26 samples. Its data were reported in "Analysis of gene expression during neurite outgrowth and regeneration" (2007).

How the data were processed

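The deposited table of log2 signals was used as supplied. According to the authors' methods, RNA went through 2 rounds of amplification, was hybridised to the MG-U74Av2 array, and the log2 values were made with GCRMA 1.1, which corrected background, normalized by quantiles and summarised each probe set. The authors removed probe sets with the suffixes _i, _r and _x and kept those they had matched to another array type. They also describe a constant added to the logged values of this array type to balance medians with that of the other type. The SCG and DRG pools had lowest values of 1.99 and 1.93, medians of 8.34 and 8.40 and highest values of 16.8 and 17.0. No offset of that size lay between them, but both pools are values of this array type. Their likeness therefore cannot tell whether the constant is in the deposited values. Values ran from 1.93 to 17.3, the highest value of an array from 16.8 to 17.3, and no further normalization or transformation was applied. The second array type of the study and its DRG time course were not analysed here.

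Arrays were assigned to arm, time and replicate by their titles. The titles give 40 h where other sample fields give 48 h, and 40 h was used, with 48 h as an alternative. Of the probe sets, 7348 carried 1 gene symbol, 208 carried several and 663 none. Symbols were brought up to date with the supplied gene table (7343 matched). Among the probe sets of a gene, the one with the highest mean over the 24 cultured arrays stood for it, which gave 6918 genes. The table has 276 probe sets with the suffix _f, which may cross-hybridise within gene families. Probe sets have no coordinates in the files, and several probe sets of a gene were not treated as independent.

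The tests, thresholds and gene lists of the comparisons were fixed before the data were examined. Some lists still follow what the study had reported from arrays that include these. The immediate early list holds Atf3, Egr1, Eif2s2 and Hivep2, which the study grouped by their time course. Cell division, matrix, lysosome and lipid genes were also among its themes. Tests of these lists over time are therefore no independent support for them. The sterol list also holds Fdps and the matrix list Col18a1, which the study followed up for array differences with Sema3A in SCG. The tests of these 2 lists with Sema3A are therefore not fully independent of the study either. The test of lists between arms, the sign-flip tests over pairs, the fit with pairs as blocks and several tests of possible causes were added after, and the text names them where they appear. Limma was fitted per probe set. The time course of each arm used its 12 arrays with time and its square, and the Sema3A by time interaction used all 24 with the same terms, as in the study. The late (40 and 65 h) minus early (2 and 5 h) contrast and its difference between arms came from a fit of 12 group means to the 24 arrays. The average Sema3A difference came from a fit with arm and time as a factor. A probe set was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a difference of at least 1.5-fold, taken between the highest and lowest time for a time course and between arms at any time for the interaction. Adjusted p-values of genes are from limma and those of lists from camera, with a fixed inter-gene correlation of 0.01. Of 27 lists, 25 with at least 5 measured genes were tested, and the lists of Y-linked genes and Xist were reported by gene. The 2 axotomy lists hold genes that the study compiled from published axotomy experiments. Camera with a correlation estimated from the residuals and the rotation test fry were alternatives. The pools have 1 array each, so a probe set was counted at 2-fold or more (on both arrays of the 2 h control group), and list medians were ranked among 10000 random lists matched in 20 expression bins.

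Genes are named by a fixed rule. It takes the 10 genes that rose and the 10 that fell most late against early, among those called in both control tests with no overlap of late and early arrays. It adds up to 4 members of each list with the largest called difference, the 5 smallest p-values of each Sema3A test where none is called, and for the pools the 10 largest differences each way among genes above the median signal and up to 4 members per list. Always named are 35 genes fixed in advance from those the study discusses or that mark axon growth. Genes that the study had followed up were chosen by it on these samples, so their values here are no independent test. Cryab, Gli2, Lmo4, Timp3, Uty, Maff, Ptp4a1 and an uncharacterised cDNA were not analysed here, since no probe set of the table carries their names. For the pools the 10 largest differences each way are named in full, and the members per list only in part, as examples. Probe set ids are given for the leading genes.

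The replicate numbers were checked for pairing. Within a time, the deviations of control and Sema3A arrays of the same number from their group means correlated with r of 0.39 to 0.66 at all 6 times, and at 4 of the 6 the best match was the own time. Across times the control arrays gave r of -0.07 to 0.63, with -0.07 to 0.07 for 12 h against the other times and 0.08 to 0.63 among the times other than 12 h. Arrays of 1 number deviated together to some degree across the other 5 times but not at 12 h. At 12 h the numbers therefore pair the arms within the time. At the other 5 times a difference between numbers shared across times could give part or all of the correlation. At 5 and 40 h the best match was another time. The labels state no pairing. A fit with arrays of the same time and number as pairs, taken as blocks, was added after the data were seen.

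The alternatives were quantile normalization, median centring, dropping the dimmest 40% of probe sets, replicate number as a block, limma with a trend and robust estimation, log2 or rank of time, time as a factor, other choices of early and late times, and leaving out each array in turn. Exact, sign-flip and resampling tests used every possible assignment or 100000 resamples, and count tests used 100 random splits or all 35 splits of 8 arrays.

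The code was first tested on simulated tables with 200 changed probe sets, of which 57% were recovered at 2-fold and 97% at 4-fold in the control time course, 81% and 97% late against early, 40% and 89% for the interaction, and 98% and 100% for the average, with 2 to 12 false calls. In a simulated list test, 1 list shifted by 0.5 was called and no other. This did not carry over to the measured arrays, where a split of the early and late control arrays by replicate number called 4 lists. The simulation therefore does not show how many lists camera calls on these arrays without a change over time. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 were used.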

Results

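RNA of mouse superior cervical ganglion (SCG) explants, a sympathetic ganglion of the neck taken at embryonic day 13, was measured on 26 oligonucleotide arrays. The explants grew neurites in collagen beside aggregates of Cos7 cells, a monkey kidney cell line. In the control arm the aggregates were mock-transfected, and in the Sema3A arm they were transfected with Semaphorin 3A, a secreted protein that repels growing sympathetic axons. Each arm was harvested 6 times, after 2, 5 and 12 h and then after 24, 40 and 65 h, with 2 arrays per arm and time (24 cultured arrays). A pool of acutely dissected SCG and a pool of acutely dissected dorsal root ganglia (DRG, sensory ganglia taken at embryonic day 12) had 1 array each. The deposited log2 signals had array medians of 8.11 to 8.49 and interquartile ranges of 4.73 to 5.55, and the number of arrays limits the precision of every value below. Replicate arrays of a group correlated across probe sets with r of 0.984 to 0.995.

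The first comparison asked which genes changed while control explants grew neurites. The largest falls from early culture (2 and 5 h) to late culture (40 and 65 h) were in Penk (probe set 94516_f_at), the enkephalin precursor, and Fos (160901_at), an immediate early transcription factor. Penk fell by 6.07 ± 0.90 on the log2 scale (67.2-fold, adjusted p = 0.000413) and Fos by 4.43 ± 0.75 (21.5-fold, adjusted p = 0.00124; limma, difference ± SE, n = 4 late and 4 early control arrays). The mitotic kinase Aurka (92639_at) fell 11.3-fold, the sympathetic neuropeptide Npy (103235_at) 10.6-fold, the mitotic checkpoint kinase Bub1 (104097_at) 8.77-fold and the replication licensing factor Mcm5 (100156_at) 7.98-fold. Among the largest rises were Apoe (95356_at), a lipid transport protein, by 2.71 ± 0.38 (6.54-fold, adjusted p = 0.000283), and Cntn1 (92936_at), an axonal adhesion molecule, by 2.46 ± 0.20 (5.48-fold, adjusted p = 1.86e-06). The arrestin gene Sag (94150_at) rose 6.57-fold, the neuronal enolase Eno2 (99045_at) 4.60-fold and the growth factor Tgfb3 (102751_at) 4.26-fold. The other large rises were in the protease Capn5 (5.52-fold), the growth factor relative Fgf11 (4.81-fold), the glycosyltransferase Galnt3 (4.81-fold) and the matricellular gene Ccn3 (4.67-fold), and the other large falls in Gem (log2 difference -3.33), a small GTP-binding protein, and the retinoid carrier Crabp1 (7.62-fold). The kinase subunit Pik3r1 (-2.98 ± 0.72) lost its call in 3 of 35 repeats, without control replicate 1 at 40 or 65 h or control replicate 2 at 5 h. The neuronal surface protein Thy1 (99057_at) rose by 3.01 ± 0.70 (8.04-fold, adjusted p = 0.0120), a call that was lost without control 40 h replicate 1 or control 65 h replicate 1, for 65 h minus 2 h and for 24 to 65 h minus 2 to 12 h. Across the alternatives the Thy1 difference ranged from 1.89 to 3.73.

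In all, 712 probe sets differed between late and early control culture at an adjusted p of 0.05 or less and at least 1.5-fold, 329 higher and 383 lower late. For 24 to 65 h minus 2 to 12 h there were 431, 152 higher and 279 lower. The 712 probe sets had a median fold of 2.05, and 87 of them changed at least 4-fold. They included the chosen probe set of 641 genes. The quadratic time course over the 12 control arrays called 494 probe sets, 197 rising and 297 falling, and 420 probe sets passed both tests. The excess of falls depended on scaling, with 246 rising and 261 falling after quantile normalization and 290 and 302 after median centring. Of the 494, 184 had their highest mean at 2 h and 159 at 65 h, and 263 had their lowest mean at 65 h. Taking time as a 6-level factor instead of a quadratic called 191 probe sets. The p-values of late against early rest on the spread between arrays of a group. Those of the quadratic time course rest on the spread around the curve, which also holds departures of a time from it. Part of either spread may be technical. The methods name 2 biological replicates per tissue but collected the SCG time points from intermingled culture setups.

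Genes set in advance for naming, among them those that the study had followed up on these samples, went several ways from early to late control culture. The integrin subunit Itga4 rose 2.65-fold and the receptor phosphatase Ptprm 2.09-fold (limma adjusted p = 0.00167 and 0.00472, n = 4 and 4). The semaphorin Sema4d rose by 0.83 ± 0.21, a call lost for 65 h minus 2 h, for 24 to 65 h minus 2 to 12 h, and without control replicate 1 at 5 h or replicate 2 at 2, 40 or 65 h. The stress gene Gadd45a fell by 0.75 ± 0.18, a call lost under the same 2 choices of times and without control replicate 1 at 5 h or replicate 2 at 2 or 65 h. The lysozyme gene Lyz2 (1.68 ± 0.78) and the homeobox gene Isl1 (-0.44 ± 0.16) were called in the quadratic time course but not late against early. Not called in either test were Col18a1 (-0.43 ± 0.31), a vessel and basement membrane collagen, Fdps (0.52 ± 0.36), Rce1 (-0.15 ± 0.11), Unc119 (-0.22 ± 0.13), Cntn3 (1.16 ± 0.42), the matrix protein Sparc (1.06 ± 0.47), Hivep2 (-0.70 ± 0.22), Scg2 (-1.08 ± 0.39), Eif2s2 (-0.22 ± 0.18) and Tubg1 (-0.22 ± 0.19). The growth-associated genes Tubb3 (0.48 ± 0.21), Basp1 (0.16 ± 0.14), Stmn2 (0.25 ± 0.09), Marcks (-0.34 ± 0.14) and Gap43 (0.17 ± 0.10) were not called either.

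**Figure D1:**
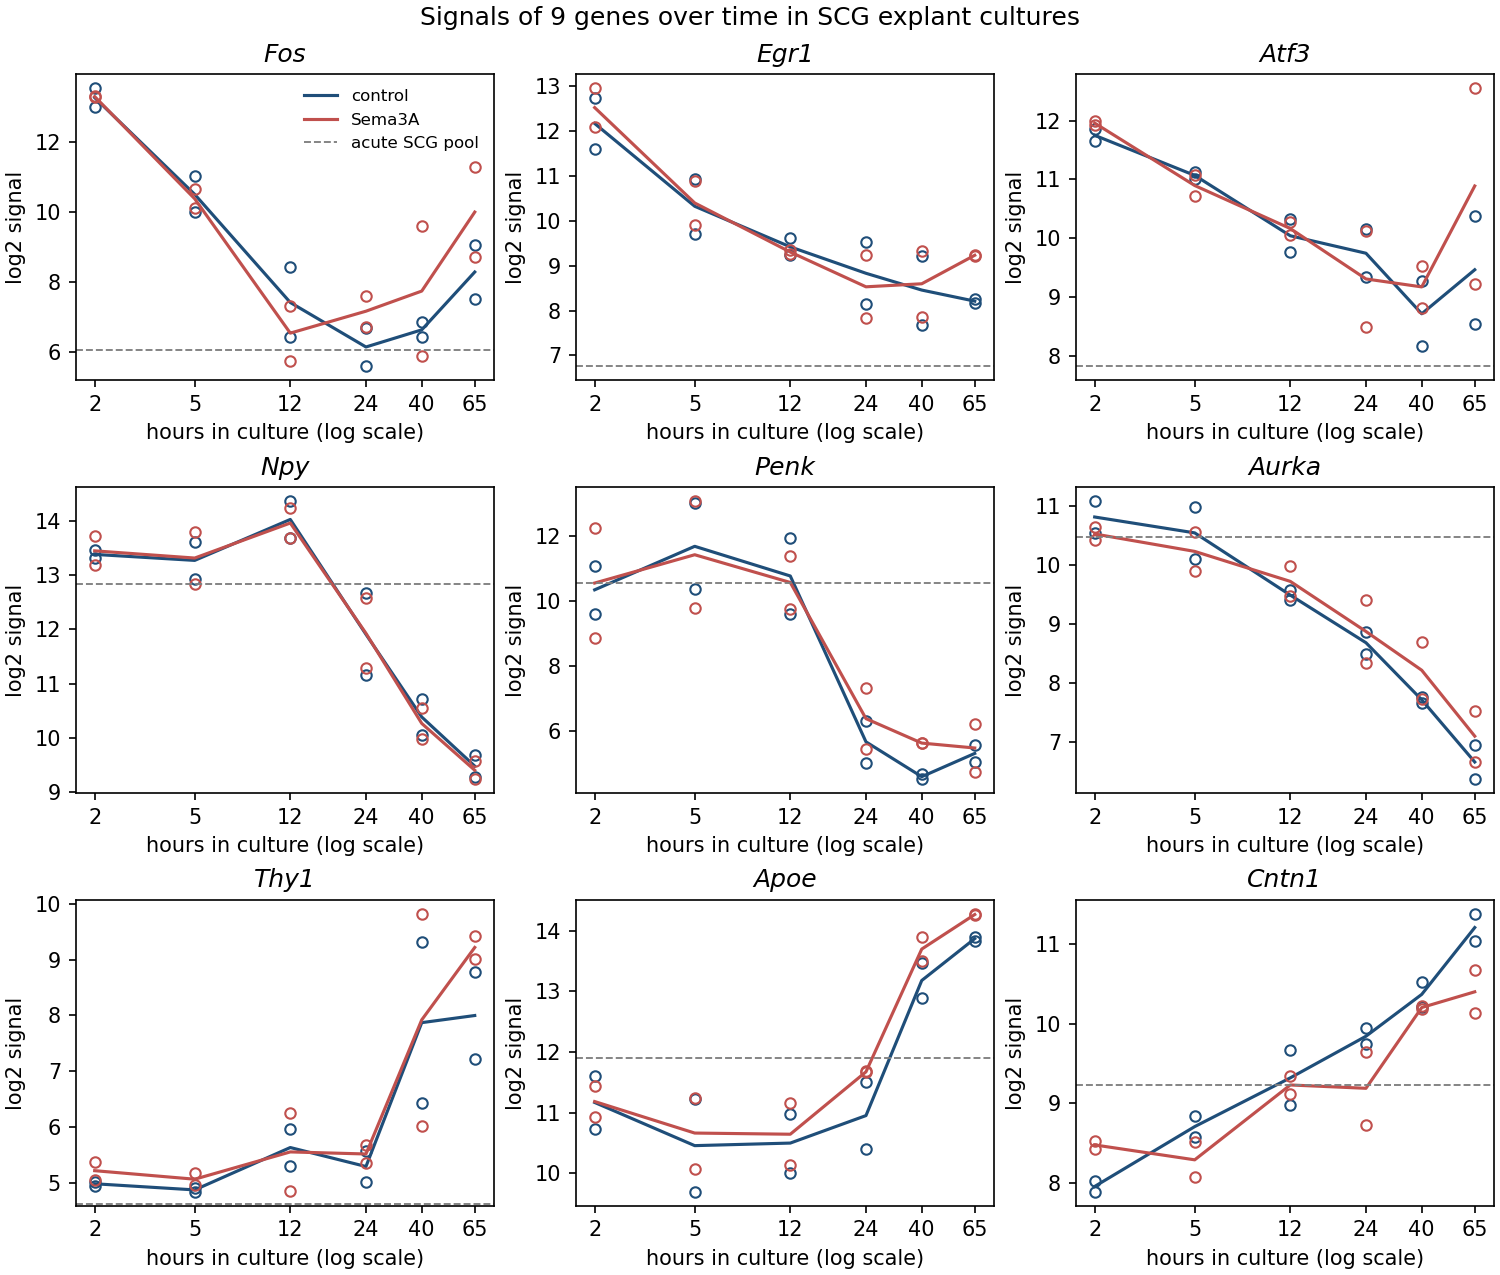
Log2 signal (y axis) of 9 genes against hours in culture (x axis, log scale) on each cultured array, with control in blue, Sema3A in red, lines through the means of 2 arrays and a dashed line at the acute SCG pool. Fos and Egr1 lie 147-fold and 42.2-fold above the pool at 2 h in control, and Penk lies 67.2-fold lower late than early in control.

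Genes of cell division fell together. Of 47 measured members of the cell cycle and DNA replication list, 41 fell, none rose and 6 were not called (0 rose and 42 fell adjusted over the list alone). Beside Aurka, Bub1 and Mcm5, the mitotic motor Kif4 fell 8.40-fold (adjusted p = 0.00114, limma, n = 4 and 4). The mean of the list was 11.01 ± 0.22 early and 9.08 ± 0.42 late (SD, n = 4 and 4), a difference of -1.93 (camera adjusted p = 5.45e-62; adjusted p = 0.00178 with an estimated correlation). The immediate early and stress genes also fell, with a mean difference of -0.41 (camera adjusted p = 6.35e-04; adjusted p = 0.0245 with an estimated correlation). Of their 43 members 10 fell, none rose and 33 were not called (1 rose and 11 fell adjusted over the list alone). The transcription factor Egr1 fell 7.50-fold and Ier2 3.26-fold (limma adjusted p = 9.11e-04 and 5.82e-04, n = 4 and 4). Atf3, a transcription factor induced by axon injury, fell 5.00-fold, and this call was lost without any 1 of the control 2 h and 5 h arrays, control 65 h replicate 1 or control 40 h replicate 2, for 65 h minus 2 h and for 24 to 65 h minus 2 to 12 h. Its difference ranged from -2.78 to -1.65 across the alternatives.

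The lists named next rose on the preset test, and their calls were lost with an estimated correlation. The lysosome and proteolysis list rose by 0.68 (camera adjusted p = 2.07e-08; adjusted p = 0.0773 with an estimated correlation), with 12 of 29 members up, 1 down and 16 not called (16 up and 1 down adjusted over the list alone). The lysosomal protease Ctsd rose 3.28-fold, the progranulin gene Grn 2.48-fold and the arylsulfatase Arsa 2.91-fold, the last not called for 24 to 65 h minus 2 to 12 h (limma adjusted p = 5.82e-04, 7.70e-05 and 0.00807, n = 4 and 4). The pan-neuronal and synaptic list rose by 0.47 (camera adjusted p = 0.00382; adjusted p = 0.0773 with an estimated correlation), with 8 of 30 members up, none down and 22 not called (8 and 0 adjusted over the list alone). Among its members Eno2 rose 4.60-fold and the intermediate filament gene Prph 2.43-fold (limma adjusted p = 5.95e-05 and 1.81e-04, n = 4 and 4). The sterol biosynthesis list, which includes fatty acid synthesis genes, rose by 0.72 (camera adjusted p = 1.18e-04; adjusted p = 0.711 with an estimated correlation). Of its 17 members 5 rose, none fell and 12 were not called (7 and 0 adjusted over the list alone), and the fatty acid desaturase Scd1 rose 3.21-fold (limma adjusted p = 0.00115, n = 4 and 4). With fry the sterol list was not called. An exact permutation test of the list means gave a two-sided p of 0.0286, the smallest that 4 against 4 arrays allow, for each of these 3 lists and for the cell cycle and immediate early lists. It gave the same p for 4 lists that camera did not call, the neuropeptide, axotomy-lowered, endothelial and semaphorin lists.

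Calls of other members of these lists depended on the choice of times or on single arrays. A repeat is an alternative or a fit without 1 array, and the other choices of times were 65 h minus 2 h and 24 to 65 h minus 2 to 12 h. The fatty acid elongase Elovl6 (1.03 ± 0.26) lost its call in 8 of 35 repeats, for both other choices of times and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2 or 5 h. The sterol oxidase Msmo1 (0.98 ± 0.29) lost its call in 17 of 35 repeats, for both other choices of times, without both 12 h arrays numbered 1 and without control replicate 1 at 2, 5, 24, 40 or 65 h, control replicate 2 at 5, 24 or 40 h, Sema3A replicate 1 at 2, 5 or 12 h or Sema3A replicate 2 at 2, 5 or 12 h. The fatty acid synthase Fasn (0.87 ± 0.23) lost its call in 8 of 35 repeats, for both other choices of times, with the control arrays alone and without control replicate 1 at 2, 5 or 65 h or control replicate 2 at 5 or 40 h. The lysosomal protease Ctsc (1.62 ± 0.44) lost its call in 9 of 35 repeats, for both other choices of times, with the control arrays alone and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2 or 5 h. The synaptic vesicle protein Syp (1.14 ± 0.31) lost its call in 9 of 35 repeats, for both other choices of times and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2, 40 or 65 h. The glycolytic enzyme Pfkm (0.69 ± 0.14) belongs instead to the list of genes lowered by axotomy. Its call was lost in 2 of 35 repeats. These were 24 to 65 h minus 2 to 12 h and the fit without control replicate 2 at 2 h.

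The ribosomal protein list fell by 0.19 (camera adjusted p = 0.0361; adjusted p = 0.952 with an estimated correlation) with none of its 17 members called. That call was also lost without control 2 h replicate 1, control 5 h replicate 1, control 40 h replicate 2 or control 65 h replicate 2, and after quantile normalization, without dim probe sets and with fry, with the mean between -0.28 and -0.10 across the alternatives.

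Genes of sympathetic identity went both ways. Of 22 measured members 5 rose, 3 fell and 14 were not called (7 rose and 5 fell adjusted over the list alone). Tyrosine hydroxylase (Th), which makes catecholamines, rose by 1.58 ± 0.30 and the granule protein Chga 3.03-fold, whereas the Notch ligand relative Dlk1 fell 4.15-fold (limma adjusted p = 0.00280, 1.83e-04 and 2.78e-04, n = 4 and 4). The list had a mean of -0.02, a median of 0.34 and an upward test, and was not called. Of 15 neuropeptides and nicotinic receptors 2 rose, 4 fell and 9 were not called (2 and 5 adjusted over the list alone), with a mean of -0.72 and a median of -0.03. Chga was among those that rose and Penk and Npy among those that fell. Of 38 genes raised by axotomy in vivo in published studies, 6 fell, none rose and 32 were not called (0 and 6 adjusted over the list alone), including the arginine-degrading enzyme Arg1 (5.98-fold) and the retinoid carrier Crabp2 (5.23-fold). The list had a mean of -0.21 and a median of 0.08. The early arrays of this contrast follow dissection, which itself cuts axons. Atf3, among the 6 that fell, was already far above the acute pool at 2 h, as given in the fourth comparison. A fall from early culture therefore does not show a level below that of acutely dissected tissue. Of 15 genes lowered by axotomy, 3 rose, none fell and 12 were not called (4 and 2 adjusted over the list alone), among them the potassium channel subunit Dpp6 (2.34-fold) and the calcium pump Atp2b2 (2.08-fold, not called for 65 h minus 2 h). The list mean was 0.19, called only by fry. None of 22 growth-associated neuronal genes was called, and their mean difference was 0.09.

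Matrix genes moved apart, and few markers of other cells were called. Most of those markers were dim. Above the median signal lay 7 of 30 fibroblast, 1 of 19 endothelial, 1 of 22 macrophage and 1 of 11 erythroid genes. The same held for 3 of 24 muscle, 2 of 18 sensory, 0 of 23 Hox and 0 of 17 spinal cord genes. A lack of calls in these lists therefore does not show that such cells stayed constant. Of 39 extracellular matrix and basement membrane genes 5 rose, 4 fell and 30 were not called (6 and 4 adjusted over the list alone). Laminin alpha 2 (Lama2) rose 3.18-fold, a call lost with control arrays alone, and fibulin 1 (Fbln1) fell 3.79-fold (limma adjusted p = 0.00558 and 8.36e-06, n = 4 and 4), with a list mean of 0.10. Of 17 Schwann and satellite glia genes 2 rose and 15 were not called, Apoe and the neuregulin receptor Erbb3 (1.92-fold, not called for 65 h minus 2 h), with a list mean of 0.21 (camera adjusted p = 0.414, called higher by fry). In the lists of other cell types, 1 of 30 fibroblast genes rose (mean 0.11), none of 19 endothelial genes was called (0.15), 1 of 22 macrophage genes rose (0.35, or 0.52 and called without control 65 h replicate 1), 1 of 11 erythroid genes fell (0.24), and 1 of 24 muscle and cartilage genes rose and 3 fell (-0.03, median 0.03). Of 18 sensory identity genes 1 rose and 2 fell, including the neurotrophin receptor Ntrk3 (4.68-fold lower), with a mean of -0.03 and a median of 0.08. None of 17 spinal cord genes (mean 0.07) or 23 Hox genes (mean -0.07, median 0.04) was called. Of 17 glycolysis and hypoxia genes 2 rose and 1 fell (mean 0.02, median -0.05). Of 21 p53 and apoptosis genes 1 rose and 2 fell, with a mean of 0.01, a median of 0.12 and a downward test. Of 23 interferon genes 1 rose (mean 0.13), and of 39 semaphorin signalling genes 3 rose and 1 fell (mean 0.11). The median over all genes was 0.06.

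Among the called members of the matrix, sensory, neuropeptide and other cell type lists, the myosin light chain Myl4 rose by 2.00 ± 0.28 and the fast muscle light chain Myl1 fell by 1.45 ± 0.21. The collagen Col1a2 (-1.85 ± 0.54) lost its call in 13 of 35 repeats, for 65 h minus 2 h, with the control arrays alone and without control replicate 1 at 2, 5, 40 or 65 h, control replicate 2 at 2, 40 or 65 h, Sema3A replicate 1 at 2 or 24 h or Sema3A replicate 2 at 2 or 24 h. The matrix protein Tnc (1.78 ± 0.53) lost its call in 19 of 35 repeats, for both other choices of times, with the control arrays alone, without both 12 h arrays numbered 1 and without control replicate 1 at 2, 24, 40 or 65 h, control replicate 2 at 2, 5 or 24 h, Sema3A replicate 1 at 2, 5, 12 or 24 h or Sema3A replicate 2 at 2, 5, 12 or 24 h. The tachykinin precursor Tac1 (-1.36 ± 0.31) lost its call in 1 of 34 repeats, without control replicate 1 at 5 h. The transcription cofactor Ldb2 (1.20 ± 0.28) lost its call in 4 of 35 repeats, for both other choices of times and without control replicate 1 at 2 or 40 h. The tropomyosin Tpm1 (0.79 ± 0.16) lost its call in 1 of 35 repeats, for 24 to 65 h minus 2 to 12 h. The leukocyte actin-binding protein Coro1a (1.06 ± 0.27) lost its call in 7 of 35 repeats, for 24 to 65 h minus 2 to 12 h and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2 or 5 h. The globin Hbb-b2 (-0.89 ± 0.26) lost its call in 9 of 34 repeats, for 24 to 65 h minus 2 to 12 h and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2, 5, 40 or 65 h. The troponin Tnnc1 (-0.90 ± 0.26) lost its call in 10 of 35 repeats, for both other choices of times and without control replicate 1 at 2, 5, 40 or 65 h or control replicate 2 at 2, 5, 40 or 65 h. The cartilage collagen Col11a1 (-0.76 ± 0.20) lost its call in 9 of 34 repeats, for 65 h minus 2 h, with the control arrays alone and without control replicate 1 at 2, 40 or 65 h or control replicate 2 at 2, 5, 40 or 65 h.

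In the remaining lists the apoptotic protease Casp2 fell by 1.13 ± 0.21 and the interferon-induced gene Ifi35 rose by 1.13 ± 0.18. The glycolytic enzyme Aldoc (1.56 ± 0.44) lost its call in 10 of 35 repeats, for both other choices of times, after quantile normalization, with the control arrays alone, without both 12 h arrays numbered 1 and without control replicate 1 at 5, 40 or 65 h or control replicate 2 at 2 or 5 h. The platelet-type phosphofructokinase Pfkp (0.85 ± 0.16) lost its call in 1 of 35 repeats, for 24 to 65 h minus 2 to 12 h. The hexokinase Hk2 (-0.60 ± 0.15) lost its call in 5 of 34 repeats, for 24 to 65 h minus 2 to 12 h and without control replicate 1 at 2, 5 or 40 h or control replicate 2 at 65 h. The antiproliferative gene Btg2 (-0.96 ± 0.27) lost its call in 7 of 35 repeats, for 24 to 65 h minus 2 to 12 h, after quantile normalization, with the control arrays alone and without control replicate 1 at 2, 40 or 65 h or control replicate 2 at 5 h. The stress gene Sesn1 (0.63 ± 0.17) lost its call in 7 of 35 repeats, for 24 to 65 h minus 2 to 12 h, with the control arrays alone and without control replicate 1 at 5 h or control replicate 2 at 2, 5, 40 or 65 h. The small GTPase Rras (1.06 ± 0.26) lost its call in 4 of 35 repeats, without control replicate 1 at 5, 40 or 65 h or control replicate 2 at 2 h. The axon guidance protein Dpysl4 (-0.76 ± 0.17) lost its call in 1 of 35 repeats, without control replicate 1 at 5 h. The semaphorin Sema4f (0.60 ± 0.11) lost its call in 6 of 35 repeats, for both other choices of times and without control replicate 1 at 2, 5 or 65 h or control replicate 2 at 40 h.

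**Figure D2:**
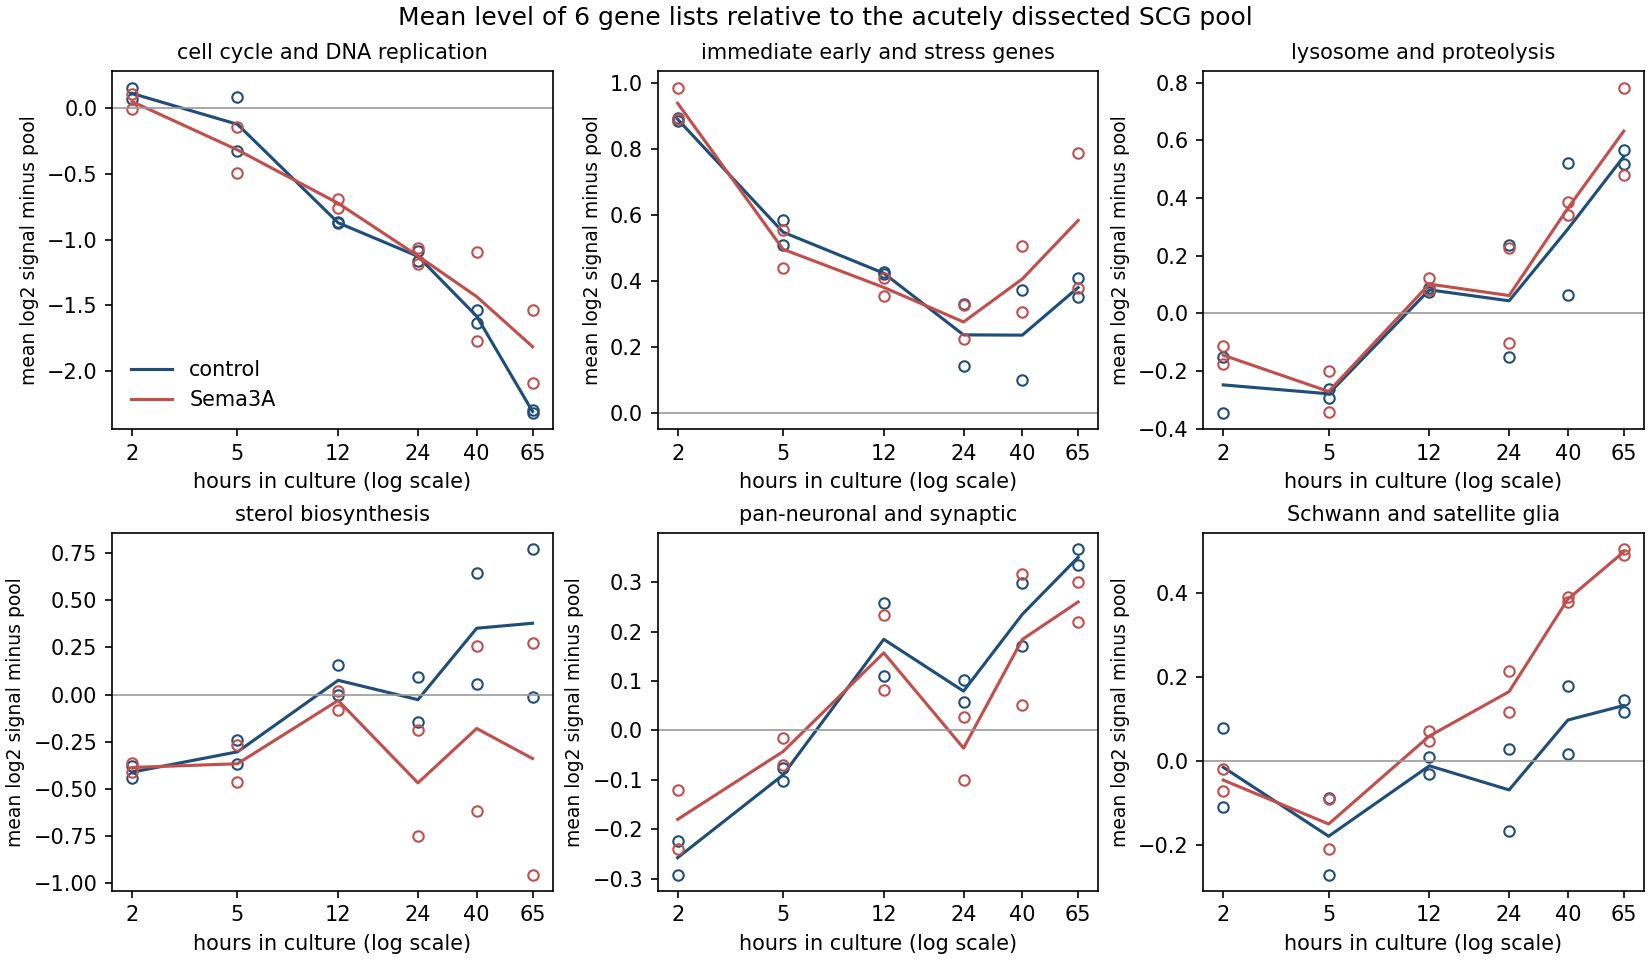
Mean log2 signal of 6 gene lists minus the acute SCG pool (y axis) against hours in culture (x axis, log scale), with circles for arrays and lines for means of 2 arrays, control in blue and Sema3A in red. The cell cycle list falls in control from 11.01 to 9.08 between early and late culture, and the sterol list rises from 11.99 to 12.71.

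The second comparison repeated the time course in the Sema3A arm, a separate set of 12 arrays. Of the probe sets called in the control time course, 51.6% were also called there, and nearly all late against early calls of control kept their sign. Penk, Fos, Aurka and Npy were lower late than early by -5.44, -2.97, -2.73 and -3.56, and Apoe and Cntn1 were higher by 3.06 and 1.92 (log2). The quadratic time course called 468 probe sets, 187 rising and 281 falling, of which 255 were also called in control. All 255 had the same direction in both arms, 84 rising and 171 falling, where independent lists would share 4.48 and 10.2. As in control the split into rising and falling depended on scaling, with 198 and 193 after quantile normalization and 248 and 244 after median centring. Of the 712 late against early calls of control, 698 (98.0%) had the same sign in the Sema3A arm. Across probe sets, which are not independent replicates, the late minus early differences of both arms correlated with r = 0.829, and with r = 0.528 and 0.703 when arrays of unlike number were set against each other. Time as a factor called 150 probe sets, and without Sema3A 2 h replicate 1 the quadratic called 262.

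The third comparison asked whether Sema3A altered expression. The genes of smallest p in the Sema3A by time interaction were Tipin (95497_at), a replication fork protein, Cnot4, Ifi35, Ndp, which encodes the Wnt pathway ligand norrin, and the adhesion molecule Vcam1. Tipin fell less over time with Sema3A than without, with late minus early differences of -0.30 and -1.54, but its adjusted p was 0.190. For the average over all times the smallest p belonged to Zfp106, Csad, Erbb3, the basement membrane protein Nid1 and Calm4. Erbb3 was higher with Sema3A by 0.50 (unadjusted p = 7.76e-04, adjusted p = 0.366) and Nid1 by 0.48 (unadjusted p = 8.87e-04, adjusted p = 0.366; limma, 12 arrays per arm). For the difference of the late minus early change between arms it belonged to the phospholipid synthesis enzyme Pcyt2, Tipin, the tyrosine catabolism enzyme Fah, the phosphatase Ptprz1 and Stag3. Among the genes followed up by the study, Col18a1 was 0.65 higher on average (unadjusted p of 0.00323, adjusted p = 0.366, n = 12 arrays per arm) with a largest difference of 3.20-fold at any time. Ptprm reached 2.70-fold (unadjusted p of 0.00101 for the interaction), the trafficking protein Unc119 1.75-fold (0.00425), the protease Rce1 1.39-fold (0.0303) and the sterol pathway enzyme Fdps 2.03-fold (0.103). For Sema4d and Tubg1 the largest differences were 1.88-fold (0.0243) and 1.66-fold (0.0420).

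No probe set was called by limma for the interaction, the average or the difference between arms. At an unadjusted p of 0.05 or less there were 232, 923 and 303 probe sets, against 411 expected by chance, and with at least 1.5-fold 114, 6 and 180. Control and Sema3A arrays of the same time and number deviated together, and with those pairs as blocks, chosen after the data were seen, limma called 7 probe sets for the interaction, 3 for the difference between arms and 0 for the average. The interaction calls were Pcyt2, the glycolytic enzyme Aldoc and Cnot4 (largest differences of -1.26, -1.22 and -1.05) and Ndp, Tipin, Egr1 and Haspin (1.30, 1.26, 1.02 and 1.21), with adjusted p from 0.00264 to 0.0447. The calls for the difference were Pcyt2 (-1.23), Aldoc (-1.26) and Ndp (1.20), each at a limma adjusted p = 0.0215. Without Sema3A 65 h replicate 1, the array with the lowest Xist signal, the unblocked interaction called 16 probe sets, among them Anxa1 (21.0-fold), Col18a1 (5.81-fold), Ptprm (3.87-fold), Gdnf (3.82-fold) and Tipin (2.76-fold). Without Sema3A 40 h replicate 1 it called Tipin, and without Sema3A 65 h replicate 2 it called Xist, 13.8-fold lower with Sema3A, where the group is left with the array of low Xist alone. In each of these fits the group keeps 1 array, and the spread comes from the remaining arrays.

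As groups, sterol genes were lower and matrix and glial genes higher with Sema3A on the preset test, by small amounts. The sterol list differed by -0.31 (camera adjusted p = 1.65e-11; adjusted p = 0.309 with an estimated correlation), none of its 17 members was higher, and the mean was lower in 10 of 12 pairs of arrays of the same time and number. The extracellular matrix list differed by 0.21 (camera adjusted p = 1.40e-04; adjusted p = 0.366 with an estimated correlation), with 35 of 39 members and 10 of 12 pairs higher. The Schwann and satellite glia list differed by 0.16 (camera adjusted p = 0.00682; adjusted p = 0.309 with an estimated correlation), with 14 of 17 members and 10 of 12 pairs higher. Adjusted over the list alone and with no fold minimum, 6 matrix genes and 2 glial genes were higher and no sterol gene differed. Sign-flip permutation tests over the 12 pairs, chosen after the data were seen, gave p = 0.00537, 0.00928 and 0.00830, and an adjusted p of 0.0513 for each over 25 lists. The same sign-flip adjusted p was reached by the fibroblast list (10 of 12 pairs higher, camera adjusted p = 5.05e-04). Genes lowered by axotomy reached it too (10 of 12 pairs lower, camera adjusted p = 0.0237). The 3 lists above were therefore not alone.

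In all, camera called 15 of 25 lists, 10 higher and 5 lower with Sema3A. With an estimated correlation none was called (smallest adjusted p = 0.309), and fry called 1, the glia list. The other higher lists were fibroblast (0.14), endothelial (0.11), macrophage (0.12), muscle (0.09), spinal cord (0.10), Hox (0.06), interferon (0.10) and sensory identity (0.06) genes. The other lower lists were sympathetic identity (-0.12), genes lowered by axotomy (-0.09), glycolysis (-0.07) and pan-neuronal genes (-0.03). The median over all genes was 0.04. After quantile normalization the sensory and Hox means turned to -0.004 and -0.02, the spinal cord (0.02), macrophage (0.04) and pan-neuronal (-0.03) calls were lost and the cell cycle list was called (0.10). Their calls held but the means shrank for the fibroblast (0.09), endothelial (0.05), muscle (0.03) and interferon (0.03) lists. Most members of these lists were dim, with 7 of 30, 1 of 19, 3 of 24 and 2 of 23 above the median signal. Without dim probe sets the sympathetic (-0.10) and glycolysis (-0.10) calls were lost and the cell cycle list was called (0.09). The glycolysis call was lost without Sema3A replicate 2 at 2 or 24 h, and that of genes lowered by axotomy without replicate 1 of Sema3A at 12 h or replicate 2 of either arm at 40 h. The macrophage call was lost without control replicate 1 at 40 or 65 h or Sema3A replicate 2 at 12, 24, 40 or 65 h. The Hox call was lost without control replicate 1 at 24 or 40 h or Sema3A replicate 2 at 5 or 24 h. The sensory call was lost without control replicate 1 at 2, 24 or 40 h, control replicate 2 at 5, 12, 24 or 40 h, Sema3A replicate 1 at 40 or 65 h, or Sema3A replicate 2 at 2, 5, 12 or 24 h. It was also lost with the pairs as blocks (camera adjusted p = 0.0757). The cell cycle list was called higher without Sema3A replicate 1 at 5 or 40 h (0.13 each) or control 5 h replicate 2 (0.13). Not called were the cell cycle (0.09), genes raised by axotomy (0.06), erythroid (0.09), neuropeptide (0.04) and growth-associated (-0.01) lists, and the immediate early (0.06), lysosome (0.05), ribosomal (0.03), p53 (0.01) and semaphorin (0.01) lists, whose means were positive while their test against the other genes pointed down.

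**Figure D3:**
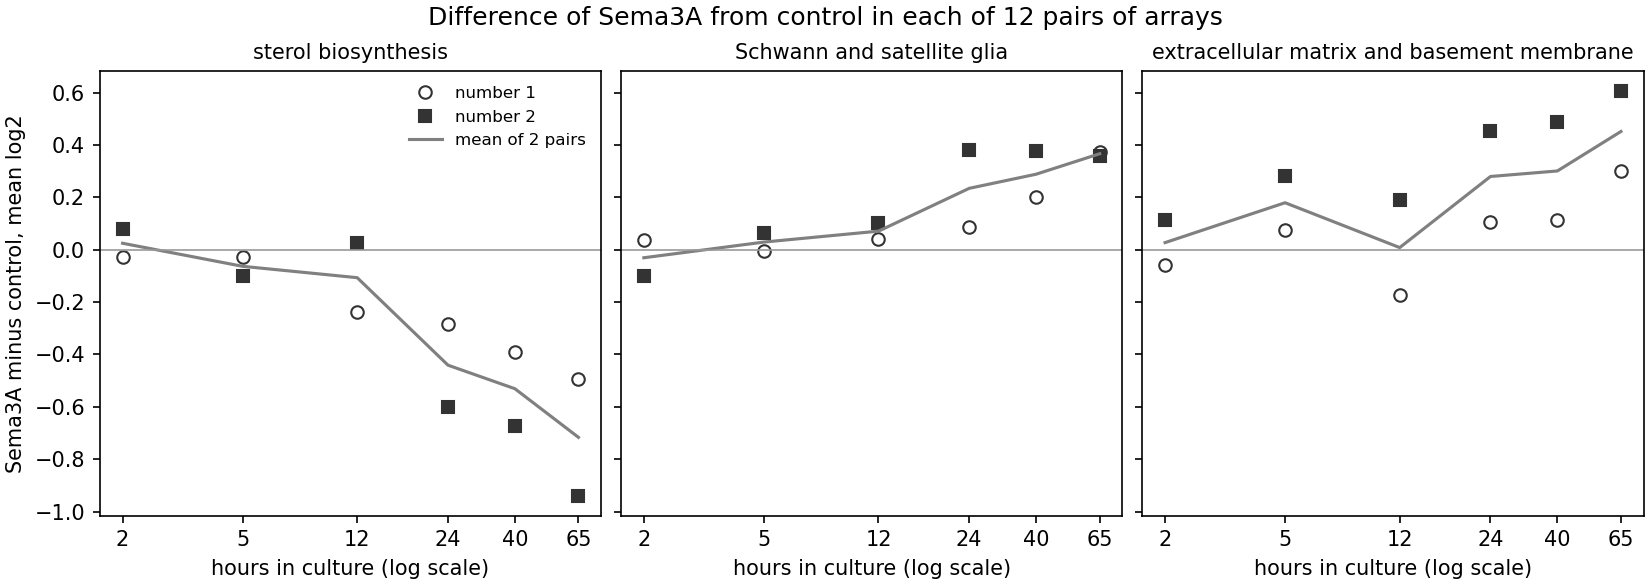
Mean log2 difference of Sema3A minus control (y axis) in each of the 12 pairs of arrays for the sterol, Schwann and satellite glia and extracellular matrix lists against hours in culture, with circles for number 1, squares for number 2 and lines for means. The sterol list lies below 0 in 10 of 12 pairs, and the glia and matrix lists above 0 in 10 of 12.

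The probe set of Sema3a itself read 4.33 to 4.84 on all 24 cultured arrays, below every array median. It was 4.48 ± 0.09 in control and 4.59 ± 0.16 with Sema3A (SD, n = 12 each, paired sign-flip permutation test, two-sided p = 0.0562). Whether the probes match the transfected sequence is not stated, so this value does not check the labels. Among sex-linked genes, none of 4 Y-linked genes measured and not Xist differed over time, but only 1 of the 4 lay above the median signal. Xist, the RNA of the inactive X chromosome, lay at 13.6 or more on 23 of the arrays and at 10.5 on Sema3A 65 h replicate 1, where the Y-linked Eif2s3y was highest (12.1). Across the 24 arrays Xist and Eif2s3y were inversely related (Pearson r = -0.547, permutation p = 0.00820; Spearman rho = -0.635, permutation p = 0.00101). Without the 2 arrays farthest from the median the r was -0.595 (permutation p = 0.00311).

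**Figure D4:**
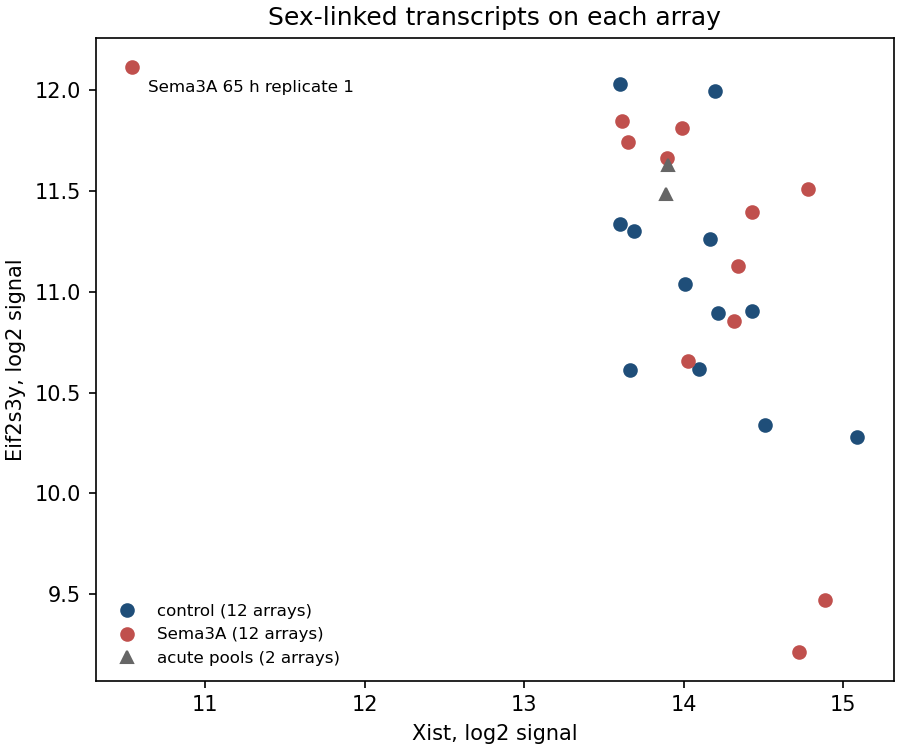
Log2 signal of Eif2s3y against Xist on each of the 24 cultured arrays, coloured by arm. Sema3A 65 h replicate 1 stands at an Xist signal of 10.5 and an Eif2s3y signal of 12.1.

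The fourth comparison set control explants after 2 h in culture against the acute SCG pool, which has 1 array, so no test was made. Fos was 147-fold higher, Egr1 42.2-fold, Atf3 15.2-fold and the stress gene Gadd45g 6.42-fold, from levels below the array median in the pool (6.07 for Fos and 5.13 for Gadd45g), which makes these folds rough. Also higher were the GTP-binding protein Gem (3.81-fold), Ier2 (3.80-fold) and the stress transcription factor Ddit3 (3.78-fold). The embryonic globin Hbb-y was 8.08-fold lower, Hbb-b2 6.71-fold and the progenitor surface protein Prom1 5.51-fold. Amy1 (4.66-fold), Ptgr1 (4.39-fold), Myb (4.26-fold), Oprl1 (3.79-fold), Sspn (3.75-fold), Htatsf1 (3.44-fold) and Rps6kc1 (3.43-fold) were lower too. Of 43 immediate early and stress genes 11 were at least 2-fold higher on both 2 h arrays, and the list median of 0.45 lay above all of 10000 random lists matched on expression. The glycolysis and hypoxia median was -0.51 (percentile 0.01), the sterol median -0.46 (0.085) and the sympathetic median -0.26 (2.49). The macrophage (0.04, percentile 0.56) and erythroid (-0.05, percentile 1.02) medians were also low for their expression and the endothelial median high (0.10, percentile 98.2), while the cell cycle (0.14, percentile 99.97) and ribosomal (0.23, 99.9) medians were higher. On the 2 arrays taken singly these medians were -0.15 and -0.55 for glycolysis, -0.28 and -0.46 for sterol, 0.06 and 0.13 for cell cycle and 0.41 and 0.06 for ribosomal genes. In all, 162 probe sets differed at least 2-fold on both 2 h arrays, 36 higher and 126 lower, with a correlation across probe sets of 0.991. Scaling changed the balance, with 50 higher and 80 lower after quantile normalization and 50 and 76 after median centring, and 171 probe sets differed at least 2-fold between the 2 control arrays at 2 h.

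The fifth comparison set the acute SCG pool against the acute DRG pool, again with 1 array each and no test. Genes of catecholamine synthesis and its regulators were far higher in SCG, with the decarboxylase Ddc 417-fold, the transcription factors Gata3 209-fold and Phox2a 80.0-fold, and the cofactor enzyme Gch1 130-fold higher. Penk was 28.6-fold, the cyclin Ccnd1 59.6-fold, the transcription factor Gata2 59.4-fold, Sytl4 172-fold, Agtr2 118-fold and Cyb561 33.7-fold higher. The DRG pool had 306-fold more of the nociceptor sodium channel Scn10a, and more of the neurogenic factor Neurod4 (72.8-fold), Eya2 (96.7-fold), Hoxb6 (106-fold), Zic1 (108-fold), Kcne1l (80.8-fold), Lum (73.3-fold), Synpo (72.6-fold), Ebf2 (64.9-fold) and Neurog1 (log2 difference -6.21). In the pool with less of them the genes named here, except Ccnd1 (8.83) and Cyb561 (8.80), lay below the array median, for example Scn10a at 5.07 and Hoxb6 at 3.33 in SCG and Ddc at 6.10 and Gata3 at 5.65 in DRG, where signal may be background, so the folds are rough. Of 22 sympathetic identity genes 17 were at least 2-fold higher in SCG (median 3.28), and of 18 sensory genes 13 were at least 2-fold higher in DRG (median -3.55). Of 47 cell cycle genes 26 were higher in SCG and none in DRG (median 1.09). Higher in DRG were 14 of 19 endothelial genes (median -2.03), 7 of 11 erythroid genes (-2.80), 14 of 30 fibroblast genes (-0.78) and 19 of 39 matrix genes (-0.96). The glia (0.07), macrophage (0.08) and muscle (0.14) medians lay near 0. In all, 786 probe sets differed at least 2-fold, 313 higher in SCG and 473 higher in DRG, with a correlation across probe sets of 0.967.

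**Figure D5:**
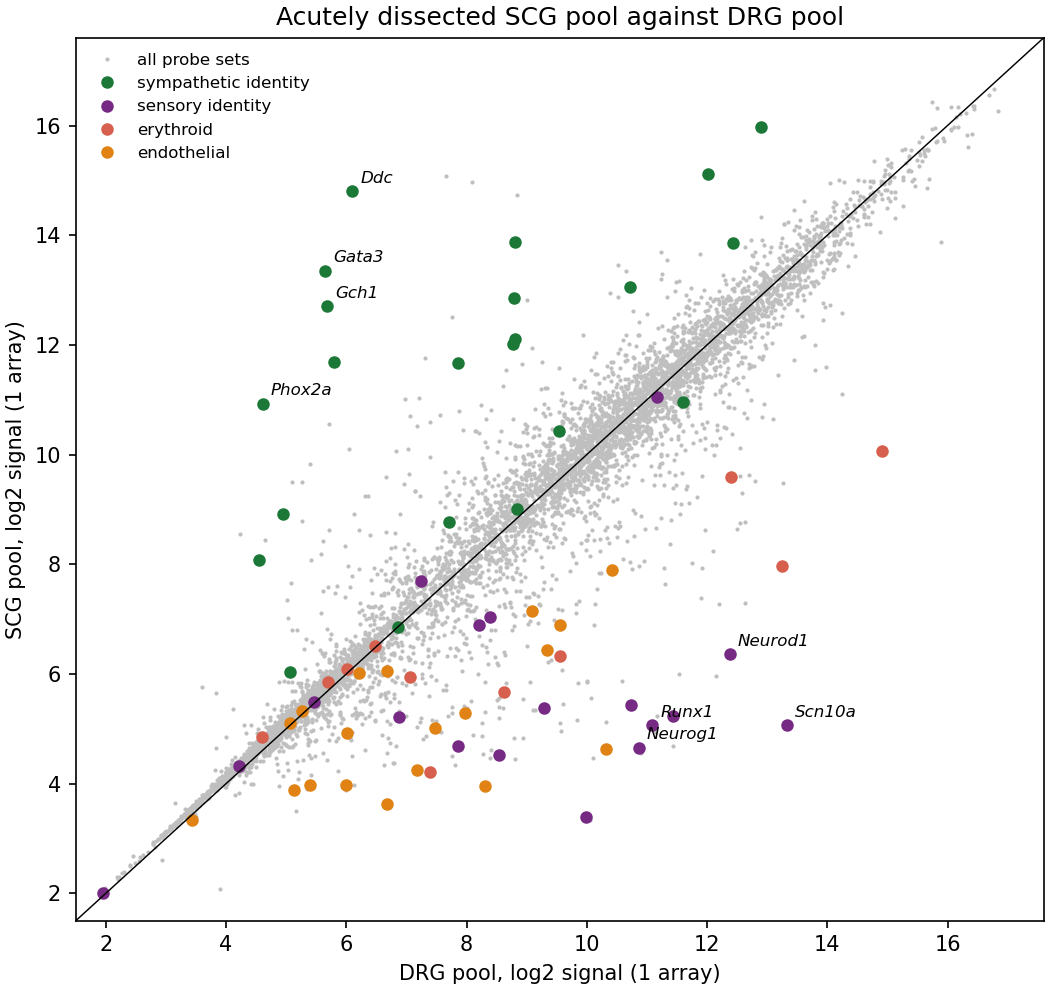
Log2 signal per gene in the acute SCG pool against the acute DRG pool, 1 array each, with gene lists in colour. Of the sympathetic identity genes 17 of 22 lie at least 2-fold towards SCG and of the sensory identity genes 13 of 18 towards DRG.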

Values the study reported

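The study reported 249 probe sets of SCG cultures as affected by Sema3A over its 2 array types. For single genes it gave the largest fold over time in culture as 2.0 for Col18a1, 1.8 for Fdps, 2.8 for Itga4 and 2.7 for Ptprm. Its largest differences with Sema3A were 2.7-fold for Col18a1, 2.0-fold for Fdps, 2.7-fold for Ptprm, 1.4-fold for Rce1 and 1.8-fold for Unc119. All these folds are from its arrays. By quantitative PCR it found the changes over time of Fdps, Itga4 and Ptprm significant and that of Col18a1 not. None of the Sema3A differences listed was significant by quantitative PCR. The study proposes that Sema3A acts on neurites locally and not through transcription.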

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

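The tests of spread, neuron share, single pairs, shared handling, scale behind the shared difference, Xist and lists between arms were chosen after the results were seen, and the first 12 h scale test, the timing test and the swaps of arm before.

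With Sema3A the sterol list was lower and the Schwann and satellite glia and matrix lists were higher, most of all from 24 h on (-0.56 ± 0.23, 0.30 ± 0.12 and 0.34 ± 0.21, SD over 6 pairs). Sign-flip permutation tests from 24 h on gave each p = 0.03125, the smallest that 6 pairs allow, and an adjusted p of 0.112. The sympathetic, fibroblast, glycolysis and interferon lists gave the same values. The calls of the sterol, glia and matrix lists over all times were lost with an estimated correlation (camera adjusted p = 0.309, 0.309 and 0.366). The tests below therefore bear on differences that are not established. A narrower spread of signals on some Sema3A arrays is not the whole cause, since at least 81.7% of each difference stayed after quantile normalization, and no single pair of cultures carried it, since at least 81.1% stayed without any 1 pair. From 24 h on the sterol list lay below the pan-neuronal list (members above the median signal, -0.21 ± 0.13) by -0.357 ± 0.123 in 6 of 6 pairs. A lower share of neurons among the cells is therefore not the whole cause of the lower sterol list, provided that the pan-neuronal list tracks that share in full. This condition was not checked. For the higher glia list, the glial genes exceeded the average of the fibroblast, endothelial and macrophage lists by 0.361 ± 0.199 (6 of 6 pairs), which met the bound set for a glia-specific difference but does not decide, because the endothelial and macrophage lists keep 1 member each above the median (0.42 ± 0.79 and -0.50 ± 0.16) and the excess over lists with at least 5 such members was 0.19 ± 0.18 (5 of 6 pairs). For the glia and matrix lists neuron share and a response of other cells to Sema3A therefore cannot be told apart, and a direct effect of the transfected Cos7 cells was not tested.

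The 12 h arrays numbered 1 differed from those numbered 2 in both arms, with H1f10 3.64 and 3.65 higher in control and Sema3A, Prkaca 3.12 and 3.08 higher, and Penk lower by -2.34 and -1.63 (genes chosen after their values were seen). The differences of the arms correlated across probe sets with r = 0.658, which describes the pattern, and with r = 0.699 after quantile normalization, so that array-wide scale is not behind the shared part. The control difference correlated with the late minus early change of the Sema3A arm at r = -0.0223, within the bound set against a shift in culture time. A shift along a change confined to the hours around 12 h would escape this test. Cultures ahead of or behind their stated time are therefore not excluded. The written scale test, the 12 h difference over the largest at other times after quantile normalization, gave 0.956 and cannot tell, since the 12 h value (0.468) lay below that of 40 h (0.509) as deposited too. Handling shared by both arms and differences of litter or embryos between the cultures cannot be told apart, since no value here separates them.

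Xist was 10.5 on Sema3A 65 h replicate 1 against a median of 14.1. Eif2s3y ranked 1 of 24 there (12.1 against a median of 11.2), which fits more male embryos among the explants of that array and was not tested otherwise. The interaction p of Xist was 0.0126 with the array and 0.171 without it. An imbalance of sex on this array could add noise to the 65 h Sema3A group. Whether it bears on the interaction calls made without this array was not tested. Neither Xist nor a measured Y-linked gene was among those calls, and they rest on the 1 array left in that group.

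The change over time differed between arms in 5 lists on a camera test that had not been planned, and the ranges are those over the alternatives and fits without 1 array. The cell cycle list fell less with Sema3A (difference 0.448, range 0.28 to 0.62, adjusted p = 5.16e-16; adjusted p = 0.148 with an estimated correlation). The sterol list rose less (-0.604, range -0.91 to -0.30, adjusted p = 8.67e-07; adjusted p = 0.396 with an estimated correlation). The matrix list was higher by 0.273 (range 0.16 to 0.38, adjusted p = 2.78e-05; adjusted p = 0.356 with an estimated correlation). The Schwann and satellite glia list was higher by 0.328 (range 0.28 to 0.49, adjusted p = 2.76e-04; adjusted p = 0.131 with an estimated correlation). The sympathetic identity list was lower by 0.25 (difference -0.248, range -0.30 to -0.20, adjusted p = 0.0441; adjusted p = 0.556 with an estimated correlation), a call lost after quantile normalization and in 14 of the fits without 1 array. Fry called none of the 5, and 49 of 100 swaps of arm within pairs called as many lists or more (highest other 16), so chance cannot be excluded as the source of their number.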

How the results depend on the processing

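Alternatives marked as added were chosen after the results were seen. At an unadjusted p of 0.05 or less with 1.5-fold, 1160 probe sets passed for the control time course, 1280 for Sema3A, 114 for the interaction, 6 for the average and 180 for the difference between arms. Time as a factor gave 191 and 150 for the time courses, and 24 to 65 h minus 2 to 12 h gave 431 late against early. With 65 h minus 2 h, Sema3a (-0.0117), Eif2s2 (0.19) and Scg2 (0.30), none called, turned direction. Lists called fell to 2 late against early, 0 with Sema3A and 0 for the difference between arms with an estimated correlation, to 1 and 0 for the latter 2 with fry, and to 9 with Sema3A when dim probe sets were dropped, where 5 of the called lists kept too few members to be tested, 2 lost the call and 1 gained it. After quantile normalization the Sema3A means of the sensory (-0.00437) and Hox (-0.0197) lists turned. At 4-fold the pool comparisons gave 15 and 283, and all 4 arrays at 2 h gave 107. Without 1 array the control time course ranged from 366 to 646, late against early from 501 to 724, the Sema3A time course from 262 to 535, the interaction from 0 to 16, and lists from 5 to 7 late against early, 11 to 16 with Sema3A and 4 to 8 between arms. With 1 array at 2 h the pool count was 323 or 412, because 1 array instead of both had to pass. The check of 3' against 5' probe sets and the return of _i, _r and _x probe sets were not run, since the table holds 0 of them.

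With the pairs within a time as blocks (added), the interaction gave 7 calls, the difference between arms 3 and the average 0, Sema3A lists went from 15 to 14 (sensory lost) and lists between arms from 5 to 6 (immediate early genes gained, 0.19). This pairing changed no other call. With replicate number as a block, the counts were 645 for the control time course, 889 late against early, 559 for the Sema3A time course and 0 for each Sema3A test, and 6, 15 and 5 lists.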

Other observations

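The count tests on random splits were written before their results were seen, and the swaps of the blocked fit were added after.

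Besides injury genes, control explants at 2 h had more RNA of genes induced through the aryl hydrocarbon receptor than the acute pool, with Cyp1b1 5.64-fold, Tiparp 4.67-fold and Cyp1a1 3.32-fold higher, and more of the metal-binding protein gene Mt2 (4.90-fold). No list of such genes had been set and the pool has 1 array, so no test was made.

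Chance as the source of the counts is excluded for the time courses, where 1 of 100 assignments to times, the real one, reached 494 calls in control (highest other 11) and 1 of 100 reached 468 with Sema3A (highest other 11). It is excluded for late against early, where 1 of 35 splits reached 718 in a fit with 1 mean for the late and 1 for the early arrays (highest other 1). It is not excluded for the count of lists late against early, since 13 of 35 splits called 6 or more (highest other 9). For Sema3A, chance is not excluded for the interaction at unadjusted p and 1.5-fold (18 of 100 swaps reached 114, highest other 199) or the average at unadjusted p (10 of 100 reached 923, highest other 2307). By the share of swaps alone it is narrowly excluded for the difference between arms (1 of 100 reached 180, highest other 171), where no probe set passed adjustment (smallest adjusted p 0.710), and for the Sema3A lists (3 of 100 reached 15, highest other 15), where none was called with an estimated correlation. It is not excluded for the lists between arms (49 of 100 reached 5, highest other 16). With pairs as blocks, 2 of 100 swaps reached the 7 interaction calls (highest other 95) and 3 of 100 the 3 calls for the difference (highest other 6). A swap that calls several times the real count, as in the blocked interaction and the lists between arms, points to a structure of the samples, and neither its nature nor correlation between genes alone was tested.

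With Sema3A, 114 probe sets of this array passed unadjusted p 0.05 or less and 1.5-fold. That is lower than the count quoted from the study above, which also covered a second array.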
